A study of Homo sapiens with 3 samples. Its data were reported in "Fra-1 regulates its target genes via binding to remote enhancers without exerting major control on chromatin architecture in triple negative breast cancers" (2021).

How the data were processed

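Chromatin occupancy of p300/CBP was measured by ChIP-seq in MDA-MB-231 cells given siCTL or siFra-1, with an input sample for background that was not analysed here. The authors aligned the reads to hg19 with BWA-backtrack, processed them with the R package PASHA in bins of 50 bp, scaled the signal and subtracted the background, according to their methods and the processing steps named with the lists. They pooled replicate immunoprecipitations before library preparation, because little chromatin was recovered. Peaks were then called by the authors as runs of signal above a threshold of 25 with the Integrated Genome Browser, allowing a gap of 50 bp and asking for a run of 50 bp, with the same values in both conditions. One processing parameter named with the lists, whose meaning is not stated, was larger for siFra-1 than for siCTL. Because scaling, background subtraction and a fixed threshold come before the lists, a difference in library complexity, enrichment or scaling between the libraries changes the number and the width of peaks in the same way as a difference in occupancy would. Peaks that narrowly miss the threshold in one library are absent from its list, so absence of overlap is not absence of signal.

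The deposited lists hold the chromosome, start and end of each peak and no other values. All starts and ends in both lists lie 1 bp after a multiple of 50 bp. The lists were read as BED intervals, and starts were raised by 1 for printing, so a printed start may be 1 bp off if the authors counted from 1. No peak is narrower than 100 bp. Chromosome names and ends were checked against the GRCh37 primary assembly, and genes were taken from GENCODE release 44 lifted to that assembly, which gives 20163 protein-coding genes on the chromosomes used. All 34 genes of the study matched, 2 of them under a newer symbol.

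Overlap was counted with own functions in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The functions were tested on simulated data: all 7000 planted overlaps among 20000 simulated peaks and all 900 planted AP-1 motifs among 3000 simulated windows were recovered, and overlap counts were equal to those of bedtools 2.31.1. Peaks sharing at least 1 bp were called shared, and the rest siCTL-only or siFra-1-only. As background, the other list was placed at random 100 times within chromosomes outside assembly gaps, and was moved by 10 kb in both directions. In ranking by width there are many ties at 100 bp, and tied peaks were counted at the mean of their width. Promoters were windows of 3 kb centred on the TSS of protein-coding genes. Location in exon, intron or between genes was taken at the peak centre, over all 64449 annotated genes. Motifs were matched as consensus sequences on both strands in 200 bp centred on the peak, with windows moved by 2 kb as background, and in the whole peak for peaks named one by one. The 11 consensus sequences were chosen before any sequence was read. Peaks were assigned to genes when their centre lay within 100 kb of the TSS. The gene lists were set against 10000 random lists of protein-coding genes, each gene drawn from at least 400 genes nearest to it in total number of peaks.

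With 1 library per condition no test across conditions was possible and no p-value is given. Peaks within a list are not replicates. Shares have Wilson intervals, differences of shares have Newcombe intervals, ratios of counts have Clopper-Pearson intervals, and width-weighted differences have normal-approximation intervals, all at 95%. These cover counting error alone, and neighbouring peaks are not independent. The read depth of each sample is unknown, so the precision it gives could not be stated.

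The groups, comparisons, alternatives and the rule for named items were fixed before the data were examined. The rule named the 3 widest siCTL peaks with a siFra-1 overlap and the 3 widest peaks of either list without overlap, on chromosomes 1 to 22 and X, 4 of the example genes of the study (FOSL1, HMGA1, EDN1 and RPSAP52), and among the 34 viewpoints the 3 largest falls and the 3 largest rises. As peak height is not given, width was used in its place. Alternatives were a minimum width of 150 or 250 bp, chromosomes 1 to 22 and X, merging of peaks within 500 bp, an overlap of 50% of both peaks, peaks within 200 bp counted as shared, a siCTL list shortened to the siFra-1 number by width with ties drawn at random, promoter windows of 1 and 5 kb, TSS of all genes, motifs in the whole peak or in 400 bp, the looser motif TGANTCA, classes matched on width, and gene windows of 50 and 250 kb. Leaving out peaks within 1 Mb of an assembly gap of at least 1 Mb, and the minimum of 250 bp for promoters, motifs and genes, were added after the data were examined. So were the handling of ties in width and the way random genes were matched on peak number, which replaced a first version that broke ties by genome order.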

Results

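The transcription factor Fra-1, encoded by FOSL1, is a Fos family member that pairs with Jun proteins to form AP-1 and is overexpressed in MDA-MB-231 cells, an established human line used as a model of triple-negative breast cancer. The series addressed whether the amount of Fra-1 affects where the related lysine acetyltransferases p300 and CBP sit on chromatin. Cells received 4.5 nM of a control siRNA (siCTL) or of siRNAs against Fra-1 (siFra-1) and were fixed 72 h later for 7 min, after which chromatin was immunoprecipitated with an antibody to p300/CBP and sequenced. The series holds 3 samples, of which 1 is input DNA that was not analysed here. Each of the 2 p300/CBP samples is represented by 1 list of peak positions on hg19, made from 1 library in which replicate immunoprecipitations had been pooled. There are therefore no replicates, and no difference between siCTL and siFra-1 reported here could be set against a spread between replicates. All intervals are 95% intervals that cover counting error over peaks only, and they compare these 2 libraries rather than the 2 conditions. The lists give no height, score or read number, so the sequencing depth is unknown. The amount of Fra-1 itself is not measured by these files.

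The siCTL list held 82901 peaks and the siFra-1 list held 39320, a siFra-1 to siCTL ratio of 0.474 (Clopper-Pearson interval 0.469 to 0.480). Peaks covered 9.96 Mb in siCTL and 6.29 Mb in siFra-1. The ratio depended on the width of the peaks. Peaks of 100 bp, the smallest width in either list, made up 83.4% of siCTL peaks (Wilson interval 83.1% to 83.6%) and 69.9% of siFra-1 peaks (69.5% to 70.4%). At this width there were 69127 siCTL and 27497 siFra-1 peaks, a ratio of 0.398 (0.392 to 0.403). The order was the opposite among peaks of 250 bp and over, with 3655 in siCTL and 5989 in siFra-1, a ratio of 1.64 (1.57 to 1.71). From 500 bp upwards there were 782 siCTL and 1820 siFra-1 peaks, a ratio of 2.33 (2.14 to 2.53). This filter on width was the alternative that moved the ratio most. On chromosomes 1 to 22 and X the ratio for all peaks was under 1 on each of the 23 chromosomes, from 0.412 on chromosome 13 to 0.684 on chromosome X. For peaks of 250 bp and over it was above 1 on all 24 chromosomes, and the interval lay above 1 on 22 of them.

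**Figure D1:**
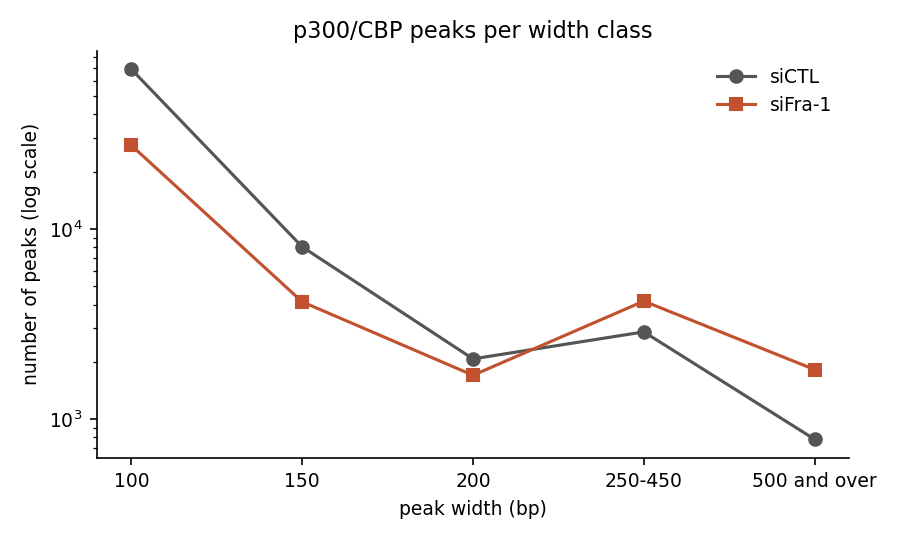
Number of p300/CBP peaks (vertical axis, log scale) in each class of peak width in bp (horizontal axis) for siCTL (grey circles) and siFra-1 (orange squares), 1 pooled library each, with lines that only join the classes. The siCTL list was longer at 100 bp, with 69127 against 27497 peaks, and shorter at 500 bp and over, with 782 against 1820.

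To find out how far the same sites were called in both conditions, peaks sharing at least 1 bp were counted. Of the siCTL peaks, 7925 (9.56%, Wilson interval 9.36% to 9.76%) were overlapped by a siFra-1 peak. Of the siFra-1 peaks, 7526 (19.1%, 18.8% to 19.5%) were overlapped by a siCTL peak. Over 100 random placements of the other list, these shares were 0.454% ± 0.0212 (SD over placements) and 0.944% ± 0.0509. When the other list was moved by 10 kb, which keeps its regional density, they were 1.23% and 2.53%. The overlap followed width. Among 100 bp siCTL peaks 3.79% (3.65% to 3.93%) were overlapped, against 0.766% with siFra-1 moved. Among siCTL peaks of 250 to 450 bp 81.4% (80.0% to 82.8%) were overlapped, against 4.91% with siFra-1 moved, and at 500 bp and over 98.1% (96.9% to 98.8%). In the siFra-1 list the overlap was 6.56% (6.28% to 6.86%) at 100 bp, 60.1% (58.6% to 61.5%) at 250 to 450 bp and 86.7% (85.1% to 88.2%) at 500 bp and over. The widest 25% of siCTL peaks were overlapped in 26.9% of cases and the narrowest 25% in 3.79%, a difference of 23.1 percentage points (Newcombe interval 22.4 to 23.7). With the ranking by width split at its median in their place, the alternative that moved it most, the difference was 11.5 percentage points. The median width was 100 bp, the smallest width, so peaks of 100 bp fell on both sides of this split. When peaks under 250 bp were left out of both lists, 69.1% of siCTL and 41.6% of siFra-1 peaks were overlapped, the largest shift of these shares under any alternative.

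**Figure D2:**
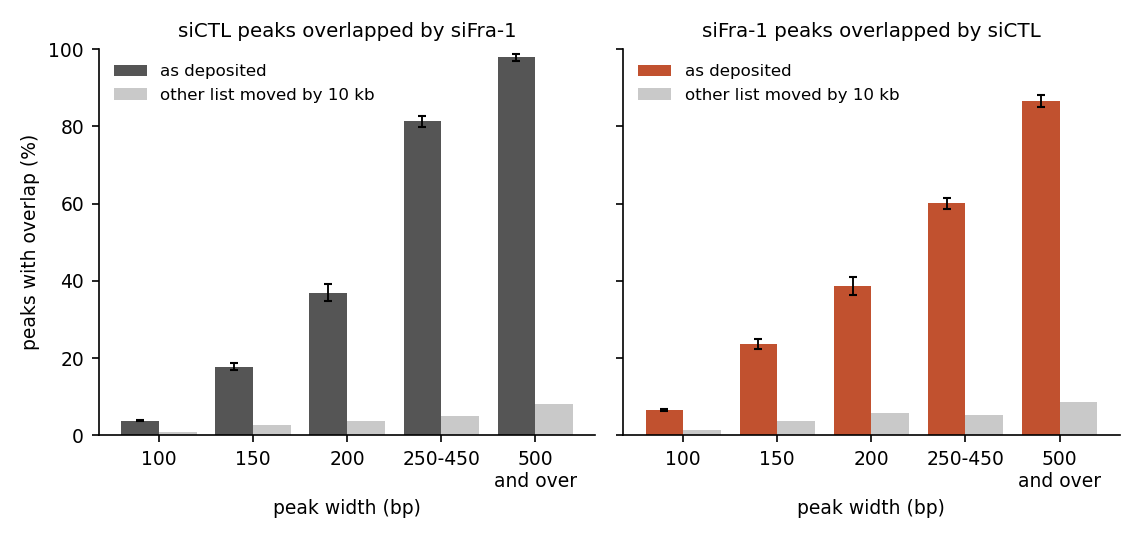
Share of peaks (%, vertical axis) sharing at least 1 bp with the other list, by peak width in bp (horizontal axis), for siCTL peaks (left, grey) and siFra-1 peaks (right, orange), with 95% Wilson intervals and, in pale grey, the share after the other list was moved by 10 kb. The share rose with width in both lists, from 3.79% to 98.1% in siCTL and from 6.56% to 86.7% in siFra-1.

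The study asked whether Fra-1 acts at enhancers or at promoters, so peaks were placed against the annotation. A 3 kb window centred on the transcription start site (TSS) of a protein-coding gene was reached by 3.97% of siCTL peaks (Wilson interval 3.84% to 4.11%) and 4.84% of siFra-1 peaks (4.63% to 5.05%). For siCTL peaks placed at random this share was 2.20% ± 0.0711 (SD over 10 placements). By the position of their centre, 7.53% of siCTL peaks lay in exons, 56.9% in introns and 35.6% between genes. In siFra-1 these shares were 7.66%, 54.0% and 38.4%. The median distance from peak centre to the nearest protein-coding TSS was 60.4 kb in siCTL and 63.7 kb in siFra-1. The promoter share was 3.88% among siCTL-only peaks and 4.91% among shared siCTL peaks, a difference of -1.03 percentage points (Newcombe interval -1.55 to -0.557). The sign of this difference did not hold when narrow peaks were left out. It was 1.17 percentage points (0.397 to 1.90) among peaks of at least 150 bp and 2.33 percentage points (0.791 to 4.07) among peaks of at least 250 bp. The order of the 2 lists did not hold either. At 250 bp and over the promoter share was 4.84% in siCTL (4.19% to 5.59%) and 4.17% in siFra-1 (3.70% to 4.71%), with overlapping intervals.

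To address whether peaks seen in siCTL alone differed from shared peaks in AP-1 motif content, the AP-1 motif TGAGTCA or TGACTCA was sought in the 200 bp centred on each peak. It was found in 6.15% of siCTL peaks (Wilson interval 5.99% to 6.31%) and in 3.10% of windows moved by 2 kb (2.99% to 3.23%). In the siFra-1 list it was found in 9.08% of peaks (8.80% to 9.36%) and in 3.29% of moved windows (3.12% to 3.47%). Within siCTL, 4.46% of siCTL-only and 22.2% of shared peaks held it, a difference of -17.7 percentage points (Newcombe interval -18.6 to -16.8). Within siFra-1, 5.83% of siFra-1-only and 22.8% of shared peaks held it, a difference of -16.9 percentage points (-17.9 to -16.0). Part of both differences went with width, as shared peaks were wider. With the shared peaks weighted to the widths of the others, the differences were -8.85 percentage points in siCTL and -10.1 in siFra-1. The siCTL value moved most when only peaks of 250 bp and over were kept, to -4.33 percentage points (-7.50 to -1.07), whereas the siFra-1 value was then -16.2 (-18.4 to -14.0). The order of the whole lists was reversed at 250 bp and over. There the motif was found in 31.9% of siCTL peaks (30.4% to 33.4%) and 22.9% of siFra-1 peaks (21.9% to 24.0%).

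At this width, chosen for the motifs after the data had been examined, the classes differed between the lists. Here shared means overlapped by a peak of any width in the other list. The AP-1 motif was present in 33.0% of 3107 shared and 25.7% of 548 siCTL-only peaks, and in 27.8% of 4082 shared and 12.5% of 1907 siFra-1-only peaks. The siCTL-only share exceeded the siFra-1-only share by 13.2 percentage points (9.38 to 17.3). In windows moved by 2 kb it was 2.01% at siCTL-only and 3.72% at siFra-1-only peaks. AP-1 was 1 of 11 motifs searched. The interval of the difference excluded 0 for 5 of the 11, of which AP-1 alone was more frequent in siCTL-only peaks. The other 4 were more frequent in siFra-1-only peaks. The TEAD motif was present in 10.6% of siCTL-only and 20.6% of siFra-1-only peaks, and the RUNX motif in 9.85% and 19.9%. For C/EBP the shares were 3.83% and 7.18%, and for NF-kB 1.09% and 3.20%. With siCTL-only peaks weighted to the widths of siFra-1-only peaks, the difference was 20.1 percentage points for AP-1 (13.8 to 26.4), -8.97 for TEAD (-14.3 to -3.68) and -8.11 for RUNX (-13.5 to -2.69), while the intervals for C/EBP (-7.43 to 0.877) and NF-kB (-6.09 to 1.33) included 0.

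**Figure D3:**
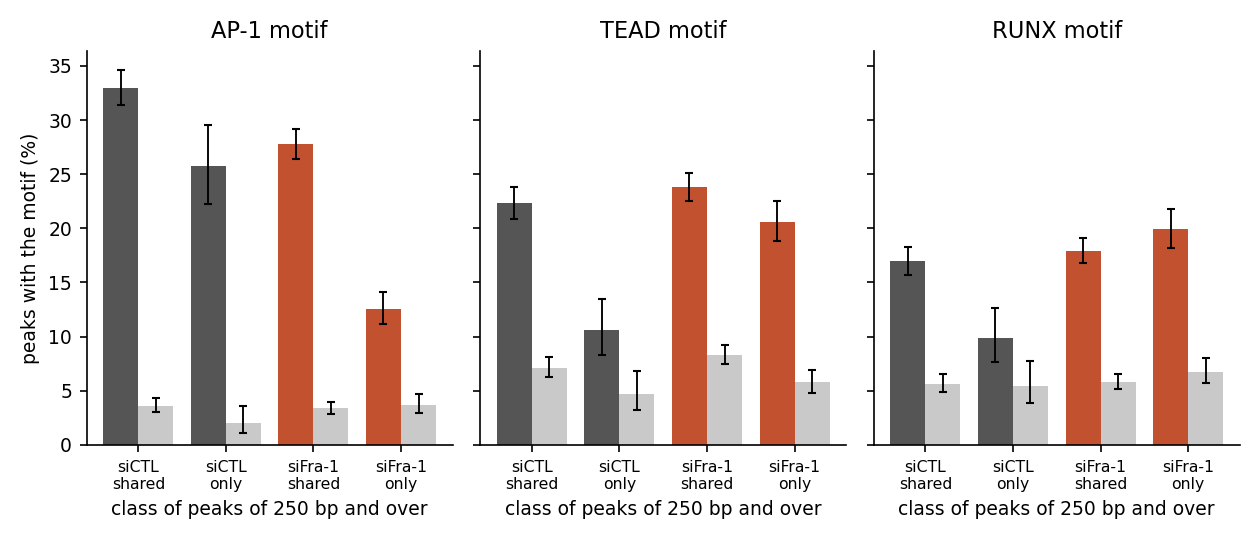
Share of peaks of 250 bp and over (%, vertical axis) with the AP-1, TEAD or RUNX motif in their central 200 bp, for shared and unshared peaks of siCTL (dark grey) and siFra-1 (orange), with 95% Wilson intervals and, in pale grey, the share in windows moved by 2 kb. The AP-1 motif was more frequent in siCTL-only (25.7%) than in siFra-1-only peaks (12.5%), and the TEAD and RUNX motifs were less frequent (10.6% against 20.6%, and 9.85% against 19.9%).

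The study also chose the promoters of 34 genes that respond to Fra-1 as viewpoints for chromatin contacts, and the peaks within 100 kb of their TSS were counted. All of them are raised or lowered by Fra-1 according to the study. The 9 raised and 11 lowered genes given as lists here are those whose promoter contacted a distal region bound by Fra-1 and carrying active enhancer marks. For the 14 other viewpoints, which include HMGA1, no clear contact of this kind was seen. In the study the median distance from promoters to contacted regions exceeded the window of 100 kb, so many such regions were not counted. The counts therefore do not measure p300/CBP at the contacted regions as such. Of the 34 genes, 30 had fewer siFra-1 than siCTL peaks, 1 had as many and 3 had more, in lists whose ratio as a whole was 0.474. For peaks of 250 bp and over, 5 had fewer, 14 as many and 15 more. Near the 9 genes raised by Fra-1 with such a contact there were 139 siCTL and 64 siFra-1 peaks, a ratio of 0.460 (Clopper-Pearson interval 0.337 to 0.623). This ratio was at percentile 23.6 of 10000 random lists of protein-coding genes matched on the number of peaks. Near the 11 genes lowered by Fra-1 with such a contact there were 198 and 135 peaks, a ratio of 0.682 (0.544 to 0.853), at percentile 97.2 of its random lists, whose median ratio was 0.534. Near the 14 other viewpoints there were 163 and 81 peaks, a ratio of 0.497 (0.376 to 0.653), at percentile 60.0. Peaks of at least 150 bp gave ratios of 0.919, 1.28 and 0.731 for the 3 lists in this order. Peaks of 250 bp and over, a width added for the genes after the data had been examined, gave the largest shift, with ratios of 1.60 (0.806 to 3.28), 1.50 (0.824 to 2.79) and 1.53 (0.799 to 3.00), from 15, 20 and 17 siCTL peaks. The percentile of the 11 genes lowered by Fra-1 was 97.6 at 150 bp and 64.4 at 250 bp, where the other lists were at percentiles 76.5 and 60.9. These percentiles describe the 2 libraries and are no test of the conditions.

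Among the 4 example genes chosen beforehand, FOSL1 (chromosome 11, 65659520 to 65668044 on hg19, minus strand) had 21 siCTL and 18 siFra-1 peaks within 100 kb of its TSS. HMGA1 (chromosome 6, 34204650 to 34214008, plus strand) had 17 and 4. EDN1 (chromosome 6, 12290594 to 12297427, plus strand) had 17 and 11, and the pseudogene RPSAP52 (chromosome 12, 66151800 to 66220777, minus strand) had 9 and 6. At enhancers bound by Fra-1 and in contact with these promoters, the study noted a higher p300/CBP signal after siFra-1 for EDN1. For RPSAP52 it noted no change. Counts of peaks within 100 kb do not measure the signal at those enhancers. The falls in number were largest for CDCP1 on chromosome 3, ID1 on chromosome 20 and PITPNC1 on chromosome 17. They went from 33 to 14, from 51 to 34 and from 18 to 2 peaks, in this order. Such a ranking favours genes with many siCTL peaks. In the whole lists the ratio was 0.474. Beside it ID1 fell less in proportion, and CDCP1 and PITPNC1 fell more. The rises were those of HEG1 on chromosome 3, from 3 to 7 peaks, HK2 on chromosome 2, from 8 to 9, and KRT80 on chromosome 12, from 17 to 18. A change of 1 peak is not distinguishable from counting error. With peaks of 250 bp and over, CDCP1 had 5 siCTL and 4 siFra-1 peaks, PITPNC1 had 2 and 0, and ID1 had 8 and 10. The falls at CDCP1 and PITPNC1 were thus mostly, and that at ID1 wholly, among narrower peaks. At this width HK2 had 0 siCTL and 6 siFra-1 peaks, HEG1 had 1 and 3, and KRT80 had 3 and 5. Of the example genes, RPSAP52 had 1 and 4, FOSL1 had 5 and 5, HMGA1 had 2 and 1, and EDN1 had 0 and 0.

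**Figure D4:**
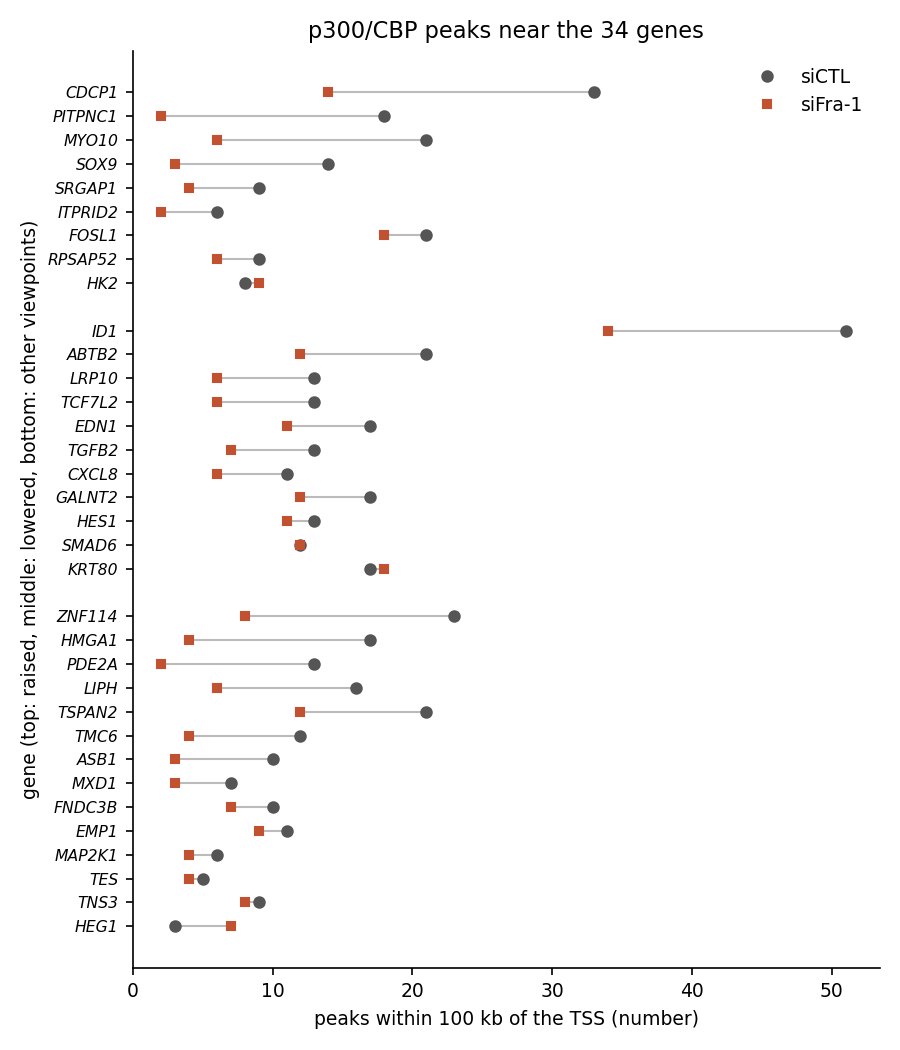
Number of p300/CBP peaks within 100 kb of the TSS (horizontal axis) of each of the 34 genes (vertical axis, grouped as raised or lowered by Fra-1 with a contact to an active enhancer region bound by Fra-1, and the other viewpoints, which also respond to Fra-1) in siCTL (grey circles) and siFra-1 (orange squares), 1 pooled library each. The siFra-1 number was lower at 30 genes, equal at 1 and higher at 3.

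The widest siCTL peaks with a siFra-1 overlap lay outside the promoter windows. For the peaks named here the AP-1 motif was sought in the whole peak rather than in its central 200 bp. The widest, of 1400 bp, spanned 69064302 to 69065701 on chromosome 11 in an intron of MYEOV, 3.40 kb from the nearest protein-coding TSS, and the siFra-1 peak there was 1550 bp wide. It held 2 AP-1 motifs, the first at 69065068 to 69065074, in the plus-strand sequence CCTTCTACCATGAGTCAGTTTCATTCT. The next, of 1350 bp, spanned 102746052 to 102747401 on chromosome 14 in an intron of MOK, with a siFra-1 peak of 1400 bp, and held 2 AP-1 motifs. The other, of 1250 bp, spanned 218878952 to 218880201 on chromosome 1, between genes and 361 kb from the TSS of TGFB2, with a siFra-1 peak of 1450 bp, and held none. The widest siCTL-only peak, of 800 bp, spanned 69794452 to 69795251 on chromosome 11, between genes and 37.2 kb from the TSS of ANO1. It held 2 AP-1 motifs, the first at 69794717 to 69794723, in the plus-strand sequence AAGGGGACCCTGAGTCACCAGGGTGTG. A siCTL-only peak of 600 bp spanned 45859252 to 45859851 on chromosome 3, in an intron of a long non-coding RNA and 21.5 kb from the TSS of SLC6A20, and held 3 AP-1 motifs, the first in ATAATGACTTTGAGTCATCAGGAAAAG. A siCTL-only peak of 550 bp spanned 141086002 to 141086551 on chromosome 3. Its centre lay in an exon annotated as untranslated region in PXYLP1 and within the ZBTB38 gene, and it held no AP-1 motif. The widest siFra-1-only peaks were 1100 bp at 10033202 to 10034301 on chromosome 6, in an intron of the pseudogene OFCC1, 1100 bp at 108696102 to 108697201 on chromosome 12, in an intron of CMKLR1, and 1050 bp at 210412552 to 210413601 on chromosome 1, in an intron of SERTAD4. None of these 3 held the AP-1 motif.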

Values the study reported

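The study reported 9851 p300/CBP peaks in MDA-MB-231 cells that had not been transfected, mapped in a separate experiment. Other values came from the siCTL and siFra-1 ChIP-seq analysed here, at p300/CBP peaks in candidate active enhancers bound by both Fra-1 and Fra-2. The study stated that siFra-1 lowered the signal there by at least 1.5-fold at 30%, raised it by as much at 25% and changed it little at 45%. By ChIP-qPCR in independent experiments with another p300/CBP antibody, the study saw the same effects at selected sites of each kind.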

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

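The minimum of 250 bp for promoters, motifs and genes and the omission of peaks near large assembly gaps were chosen after the data were examined. The alternative that would have filtered peaks by height was not run, since the lists give no height. The number of peaks, the overlap and the promoter and motif shares changed most with peak width.

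With peaks of at least 150 bp the peak number ratio was 0.858, the siCTL overlap 33.4%, the siFra-1 overlap 37.7%, the promoter difference 1.17 percentage points, the siCTL motif difference -19.1 percentage points, and the gene ratios 0.919 for genes raised by Fra-1, 1.28 for genes lowered by Fra-1 and 0.731 for the other viewpoints. With peaks of at least 250 bp the ratio was 1.64, the overlaps 69.1% in siCTL and 41.6% in siFra-1, the promoter difference 2.33 percentage points, the siCTL motif difference -4.33 percentage points, and the gene ratios 1.60 (0.806 to 3.28) for genes raised by Fra-1, 1.50 (0.824 to 2.79) for genes lowered by Fra-1 and 1.53 (0.799 to 3.00) for the other viewpoints. At 250 bp the ratio, the promoter difference and the 3 gene ratios thus changed direction, the gene ratios with intervals that included 1. At 150 bp the promoter difference and the ratio for genes lowered by Fra-1 had done so, the latter with an interval that included 1 (0.857 to 1.91). The classes by width show that narrow peaks carry the siCTL excess, while the cause of the change in the promoter difference was not tested.

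Merging within 500 bp gave a ratio of 0.451, overlaps of 8.48% and 18.4% and a retention difference of 24.3 percentage points. Without peaks near large gaps the ratio was 0.457, the overlaps 8.51% and 17.7%, the promoter difference -1.75 and the motif differences -21.1 in siCTL and -20.2 in siFra-1. An overlap of 50% of both peaks gave 6.13% and 12.9%, a retention difference of 16.5 and a siCTL motif difference of -19.5, and counting peaks within 200 bp as shared gave 12.4%, 25.5% and 24.2; these shifts follow from the stricter or looser rule. With the siCTL list reduced to the widest peaks, the overlaps were 16.1% in siCTL and 15.7% in siFra-1. Splitting the width ranking of siCTL peaks at its median, which lies among tied peaks of 100 bp, gave a retention difference of 11.5. The TSS of all genes gave a promoter difference of -3.31. The motif anywhere in the peak gave -21.0 in siCTL and -22.8 in siFra-1, the 400 bp window -23.3 and -22.2, the motif TGANTCA -21.2 and -19.5, and matching on width -8.85 and -10.1. In each of these the direction was that of the main value, and the cause of the shift was not tested except where the rule itself sets it.

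The other 19 values stayed within the interval of the main value, among them those on chromosomes 1 to 22 and X and the gene windows of 50 and 250 kb. With read depth unknown and 1 library per condition, no result here could be tested for stability between libraries.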

Other observations

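The tests on classes of GC content, matched widths, weaker sites, satellite repeats, the reversed motif, noise in most 100 bp peaks, motif excess in both lists at 100 bp, and retention by motif were chosen only after the result they concern had been seen.

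The excess of siCTL peaks at 100 bp has several candidate explanations. Peaks at background positions alone are argued against, since 3.79% of 100 bp siCTL peaks were overlapped by siFra-1 against 0.766% when siFra-1 was moved by 10 kb. The AP-1 motif was also above its moved windows at 100 bp siCTL-only peaks, at 4.06% against 3.11%. This excess of 0.952 percentage points (0.752 to 1.15) is small, and shared siCTL peaks of the same width held the motif in 12.7% of cases, so noise in most of the unshared 100 bp peaks could not be told from weak true sites. The excess at siFra-1-only peaks of 100 bp was larger, at 1.51 percentage points (1.17 to 1.86), and the siCTL-only excess minus it was -0.562 percentage points (-0.957 to -0.168). The same order held for TEAD, at 0.550 and 1.65, and RUNX, at 0.502 and 1.16. A larger part of noise among siCTL peaks therefore stays open, as do weaker sites. Base composition is argued against as the source of this motif excess, since the reversed motif ACTSAGT, in which S is C or G, differed from moved windows by -0.0677 percentage points (-0.242 to 0.107). GC content went with part of the difference in narrow peaks, as mean GC content was 44.1% at siCTL-only and 44.8% at siFra-1-only peaks of 100 bp, a difference of -0.690 percentage points (-0.817 to -0.563). It was not the whole cause, since the siFra-1-only to siCTL-only ratio ranged from 0.314 to 0.463 over 10 classes of GC content and stayed under 1 in each. Local DNA content was examined over 2768 bins of 1 Mb, which are not independent replicates. The numbers of unshared 100 bp peaks of siCTL and siFra-1 correlated with Pearson's r of 0.856 and Spearman's rho of 0.854. Copy number and shared open chromatin both give such a correlation and cannot be told apart here, and neither by itself gives more peaks in one condition. Differences in depth, enrichment or scaling between the 2 libraries stay open, as does an effect of Fra-1.

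The larger number of siFra-1 peaks at 250 bp and over could come from the scaling of the siFra-1 signal. A single scale factor without noise is argued against, because 15.0% of siCTL peaks of 250 bp and over had no siFra-1 peak of any width. Among 2143 peaks of this width shared one to one, 60.1% were wider and 23.8% narrower in siFra-1. A scale factor combined with sampling noise was not tested, for want of a replicate library.

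Loss of Fra-1-dependent p300/CBP at AP-1 motifs is a hypothesis for the motif content of peaks of 250 bp and over. It predicted more AP-1 motifs in siCTL-only than in siFra-1-only peaks, and the difference was 13.2 percentage points (9.38 to 17.3). The siCTL-only share of 25.7% was however below the 33.0% of shared siCTL peaks, and the siFra-1-only share of 12.5% was far below the 27.8% of shared siFra-1 peaks. The difference thus went with a low share in siFra-1-only peaks, and loss at AP-1 motifs could not be told from other causes by it. The hypothesis also predicted more AP-1 motifs among shared peaks narrower in siFra-1 than among those wider in siFra-1. Of the 509 narrower pairs 45.4% held the motif and of the 1288 wider pairs 29.9%, a difference of 15.5 percentage points (10.5 to 20.5). Grouped by motif, the siCTL peaks with it were overlapped by siFra-1 in 87.9% of cases and the others in 83.6%. This difference of 4.26 percentage points (1.82 to 6.57) was in the direction opposite to the hypothesis. It rests on the same counts as the lower siCTL-only share above, so it is no separate test. At matched widths the difference was 1.34 percentage points (-0.882 to 3.56), which leaves the direction undecided. It was 7.68 (5.43 to 9.94) for TEAD and 5.29 (2.66 to 7.91) for RUNX at matched widths, so the value for AP-1 was the lowest of the 3. Peak width is argued against as the cause of the differences between unshared peaks and between pairs, which were 20.1 (13.8 to 26.4) and 16.2 percentage points (11.1 to 21.3) at matched widths. Weaker sites among the siFra-1-only peaks are also argued against, as they would lower other motifs too, while the RUNX motif differed by -10.1 percentage points (-13.0 to -6.80) in the opposite direction. A difference between the 2 libraries unrelated to Fra-1 stays open, so the motif differences between the lists cannot be assigned to Fra-1. The motif also does not mark Fra-1 alone. According to the study, sequences closest to this consensus are bound more often by the related protein Fra-2 than by Fra-1. The study also saw Fra-2 signal rise after siFra-1 at sites that both proteins bind. In the pairs, 2 of the 11 motifs had an interval without 0, the other being TEAD, at -5.30 percentage points (-9.43 to -0.882).

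The TEAD and RUNX motifs were more frequent in siFra-1-only than in siCTL-only peaks of 250 bp and over. Satellite repeats that hold the TEAD core are argued against, since without windows holding 2 GGAAT units in a row the TEAD difference was -10.0 percentage points (-13.0 to -6.69). Peak width is argued against as well, since the RUNX difference was -8.11 percentage points (-13.5 to -2.69) at matched widths. The shares in siCTL-only peaks were the lowest, 10.6% for TEAD and 9.85% for RUNX. The siFra-1-only shares of 20.6% and 19.9% stood beside those of shared peaks, which were 22.3% for TEAD and 17.0% for RUNX in siCTL and 23.8% and 17.9% in siFra-1. Among the shared pairs above, TEAD was more frequent in those wider in siFra-1. Whether p300/CBP was gained at TEAD or RUNX sites is left undecided by these shares. A library difference and an effect of Fra-1 both stay open, because each condition has 1 library.

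Both lists held peaks on chromosome Y, 139 in siCTL and 153 in siFra-1, nearly all within 1 Mb of a large assembly gap (138 and 153). Reads of repeated sequence placed at fixed positions are a candidate explanation. It predicted a high overlap, and 54.7% of siCTL (46.4% to 62.7%) and 50.3% of siFra-1 peaks there (42.5% to 58.1%) were overlapped, against 14.8% and 22.9% on the other chromosomes at the same widths. No biological explanation was tested for this pattern.

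The number of siCTL peaks here was 82901. That is higher than the number quoted from the study above, which came from another experiment with another antibody to p300/CBP and a higher peak threshold, so the 2 numbers are not directly comparable. Of siCTL peaks of 250 bp and over, 85.0% were overlapped by siFra-1, a measure that has no counterpart among the values quoted above.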
